A study of Homo sapiens with 12 samples. Its data were reported in "Altering cancer transcriptomes using epigenomic inhibitors" (2015).

How the data were processed

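RNA from HCT116 cells, a human colon cancer line, and PANC1 cells, a human pancreatic adenocarcinoma line, was measured on Illumina HumanHT-12 expression BeadChips, which carry probes on beads and read the brightness of labelled RNA bound to them. Cells of each line received DMSO at 0.05% (the solvent, used as the control) or a drug, ICG-001 or C646, at 10 uM, and were collected after 12 or 96 h. The 12 combinations of cell line, treatment and time point were the groups, taken from the labels of the samples, and each group had 1 column of values.

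The deposited values are signal intensity on a linear scale, 1 value per gene name. Per the study's methods, the authors exported them from GenomeStudio with quantile normalization and without background subtraction, and then averaged replicate arrays. By the labels, 11 columns are means of 2 arrays and 1 column, PANC1 ICG-001 12 h, is a mean of 3 arrays. The values of single arrays and their detection p-values were not used here, so no spread between replicates could be computed. No test was run and no p-value is given. All differences are sizes measured between 2 columns, and the number of arrays behind each column limits their precision.

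Quantile normalization gives every array the same distribution of values. The mean absolute difference of sorted log2 values was 0.0037 to 0.0093 between columns of a cell line and 0.063 to 0.066 between columns of different cell lines, so the lines appear to have been normalized apart. Signals were therefore compared within a cell line, and cell lines were compared through their ratios. Because background was left in the signal, ratios of dim genes understate their changes.

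The table held 34687 rows. Of these, 17755 were named by a current symbol of the RefSeq gene table (assembly GRCh38.p14) and 3449 by an older symbol. A further 2669 rows named LOC matched by gene identifier, and 10814 rows matched nothing and kept the name given in the table. The build behind the array annotation was not stated, so no coordinates are given.

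Signals were converted to log2 and subtracted between columns. The detection limit of a column was the peak of its log2 signal distribution plus 2.33 SD, with the SD taken from the values below the peak, where most values are background. A gene entered a comparison when it was above the limit in at least 1 of the columns compared, and it was counted as changed at a ratio of at least 1.5 in either direction. Where a gene was at or under the limit in 1 of the columns, its fold is given as at least the brighter signal over the limit. Correlations are Pearson's r and Spearman's rho across genes, which are not independent replicates. Shares have exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only.

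Gene lists written by hand, or taken from the Seurat package for S phase and G2/M genes, were summarised by the median log2 ratio of their genes above the limit. Each median was placed among 10000 random lists of the same size, matched on mean log2 signal in 20 bins. A median outside the middle 95% of the random lists is described as standing apart, which describes these columns and is not a test. Part of the WNT target list was selected by the study on these samples. ATF4 and NRF2 targets shared 1 gene (SLC7A11), and WNT targets shared 1 gene with G2/M genes (BIRC5) and 1 with hypoxia targets (VEGFA).

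Genes were named by a rule fixed before the data were examined, as were the lists, the thresholds and the alternatives named below. The rule named the genes of the study's WNT model, the components of the transcription complex (CREBBP, EP300, CTNNB1 and TCF7L2), NUPR1, CDKN1A, DKK1 and the cholesterol biosynthesis genes. It added, for each cell line and drug, the 3 largest rises and 3 largest falls at 96 h among genes changed at least 1.5-fold in the same direction at 12 h, and the same for ICG-001 over C646. Some genes that the rule named are not reported here.

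Alternatives were fold thresholds of 1.2 and 2, no filter on dim genes, a limit at 5 SD, normexp background correction with an offset of 16 followed by quantile normalization within a cell line, centring of log2 ratios on their median, quantile normalization over all 12 columns, random lists without matching, and drug responses from different time points so that no control column was shared. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with limma 3.58.1 in R 4.3.3 for normexp.

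The procedure was tested on simulated data, in which a treated column was the DMSO 96 h column plus noise with the spread of background values and 200 genes changed 2-fold. In HCT116, 200 of these genes were recovered among 15863 genes and 0 unchanged genes passed 1.5-fold, and in PANC1 200 were recovered among 15642 genes and 0 unchanged genes passed. With a larger noise, 4 of 200 unshifted lists in HCT116 and 10 of 200 in PANC1 fell outside the middle 95% of the random lists. The noise between arrays of bright genes is not known from these values and was not simulated.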

Results

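Gene expression was measured in a colon cancer line, HCT116, and a pancreatic cancer line, PANC1, after 12 or 96 h with DMSO or with a drug, ICG-001 or C646. ICG-001 is a small molecule that blocks the interaction of CBP (CREBBP) with β-catenin (CTNNB1). C646 inhibits the histone acetyltransferase activity of both CBP and p300 (EP300). CBP and p300 are co-activators that acetylate histones, and β-catenin brings them to genes bound by TCF7L2 when the WNT signaling pathway is active. Each of the 12 groups had 1 column of values, which was the authors' mean of 2 arrays, or of 3 arrays for PANC1 ICG-001 12 h. With no values of single arrays, the differences below have no replicate check and no error.

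The median signal was 139.05 to 139.64 in the HCT116 columns and 132.7 to 133.5 in the PANC1 columns. The detection limit lay at a signal of 142.4 to 144.2 in HCT116 and 134.2 to 137.6 in PANC1. Between 15510 and 16809 genes per column, or 44.7% to 48.5% of all genes, were above it. In HCT116 19399 genes were above the limit in at least 1 column, and in PANC1 19635 genes were. Among genes under the limit in all columns of a line, log2 ratios had an SD of 0.061 to 0.073.

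To determine how much of the transcriptome each drug altered, treated columns were compared with the DMSO column of the same cell line and time point. In HCT116 cells, 1529 of 17184 genes changed at least 1.5-fold after 12 h of ICG-001, 821 of them higher and 708 lower. After 96 h of ICG-001, 1752 genes changed, with 878 higher and 874 lower. C646 changed 701 genes at 12 h, 441 higher and 260 lower, and 526 genes at 96 h, 320 higher and 206 lower. In PANC1 cells, ICG-001 changed 434 genes at 12 h, of which 376 were higher and 58 lower, and 1284 genes at 96 h, of which 667 were higher and 617 lower. C646 changed 1171 genes in PANC1 at 12 h, 699 higher and 472 lower, and 684 genes at 96 h, 481 higher and 203 lower. The fold threshold moved these counts most. At 1.2-fold, 5520 genes changed in HCT116 after 12 h of ICG-001. The excess of higher genes also depended on the threshold. At 1.2-fold, 1649 genes were higher and 1297 lower in PANC1 after 12 h of ICG-001, and with C646 in HCT116 1801 were higher and 1899 lower at 12 h and 1657 and 1667 at 96 h.

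The DMSO columns of the 2 time points show how far columns without a drug lay apart, for time in culture, cell density and technical error together. Between DMSO 96 h and DMSO 12 h, 519 genes changed in HCT116 (259 higher and 260 lower at 96 h) and 217 genes changed in PANC1 (162 higher and 55 lower). The 526 genes changed by C646 at 96 h in HCT116 were thus about as many as those that separated the DMSO columns. Among the 15 pairs of columns of a cell line, the closest in HCT116 were the DMSO columns, and the closest in PANC1 were C646 12 h and C646 96 h, which differed at 84 genes. In a comparison chosen after the counts were seen, PANC1 ICG-001 12 h differed at 228 genes from DMSO 96 h, fewer than from the DMSO column of its own time point.

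**Figure D1:**
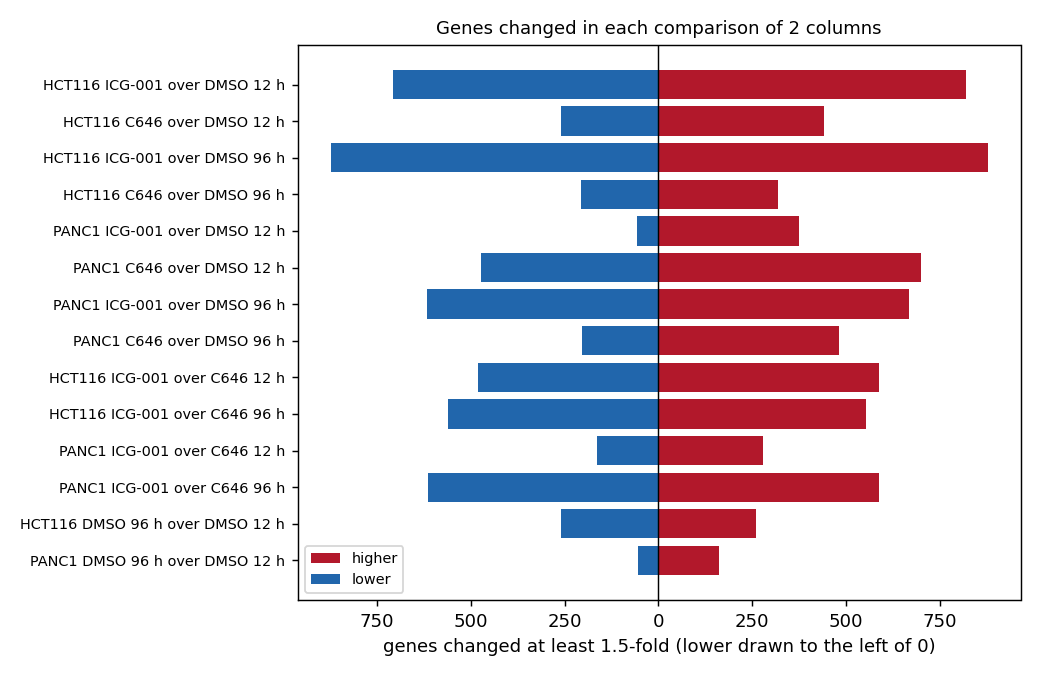
Number of genes changed at least 1.5-fold in each of 14 comparisons of 2 columns, with genes higher in the first-named column drawn to the right of 0 and genes lower drawn to the left. ICG-001 changed 1752 genes in HCT116 at 96 h, and the PANC1 DMSO columns differed at 217 genes.

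ICG-001 binds CBP and C646 acts on both CBP and p300, so the drugs were compared to see whether their effects differ. Compared directly, ICG-001 and C646 differed at 1071 genes in HCT116 at 12 h and at 1114 genes at 96 h. In PANC1 they differed at 442 genes at 12 h and at 1201 genes at 96 h. The main set was 12 correlations, between drugs, time points and cell lines. They were computed across genes, which are not independent replicates. The responses to the drugs had a Pearson's r of 0.50 (Spearman's rho 0.48) in HCT116 at 12 h and 0.54 (0.52) at 96 h. In PANC1 r was 0.69 (0.64) at 12 h and 0.46 (0.46) at 96 h. Unchanged columns of equal noise, set against 1 shared control, gave a simulated r of 0.50. That value follows from the setup at any size of noise, because every difference there is noise. The 0.69 of PANC1 at 12 h lay above it and the other 3 lay near it. This does not measure how much of r the shared control gave here. With the drugs taken from different time points, and no shared control, r was 0.45 for both pairings in HCT116, and 0.54 and 0.39 in PANC1, against a simulated value of -0.0019 in HCT116 and -0.0013 in PANC1.

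In HCT116, 335 genes changed with both drugs at 12 h, 328 of them in the same direction, and 288 changed with both at 96 h, 285 in the same direction. In PANC1, 288 genes changed with both drugs at 12 h and 189 at 96 h, with 286 and 187 in the same direction. Columns made of noise with the spread of the C646 response, sharing 1 control, gave on average 58.4 and 22.2 such genes in HCT116 and 201.1 and 77.2 in PANC1, at least 99.9% of them in the same direction. This took the whole C646 response as noise and gave ICG-001 the same spread. The SD of the ICG-001 log2 ratios was smaller in PANC1 at 12 h, 0.23 against 0.31, and larger in the other pairs. These averages are therefore not a fitted baseline and cannot be compared between the lines. Pairing ICG-001 at 12 h with C646 at 96 h shares no control, and 274 genes in HCT116 and 210 in PANC1 changed with both. For ICG-001 at 96 h and C646 at 12 h the numbers were 301 and 298. In these pairings 95.3% to 99.0% of the genes changed in the same direction. Some genes differed from both DMSO and the other drug. At 96 h in HCT116, 430 genes were higher and 383 lower with ICG-001 than in both other columns, while 42 were higher and 11 lower with C646. In PANC1 at 96 h, the numbers were 355 higher and 235 lower for ICG-001, and 247 higher and 36 lower for C646.

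**Figure D2:**
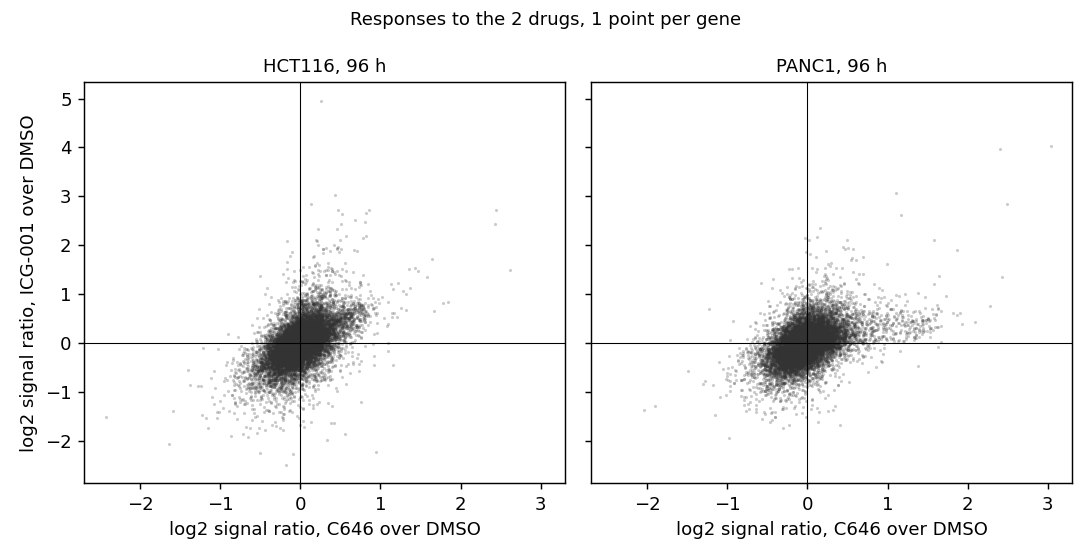
Log2 signal ratio of ICG-001 over DMSO (vertical) against that of C646 over DMSO (horizontal) at 96 h, 1 point per gene above the detection limit in at least 1 column of the cell line. The correlation across genes was 0.54 in HCT116 and 0.46 in PANC1, with a shared DMSO column. Pure noise of equal size in all columns gives a simulated r of 0.50 by construction, which does not measure the part of the shared column here.

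To ask whether responses persisted, the 12 h and 96 h responses to a drug were compared, which share no column. In HCT116 r was 0.63 for ICG-001 and 0.70 for C646. In PANC1 r was 0.58 for ICG-001 and 0.79 for C646. In HCT116, 409 genes rose and 328 fell at least 1.5-fold at both time points with ICG-001, and 214 rose and 115 fell with C646. In PANC1, 164 rose and 44 fell with ICG-001, and 383 rose and 133 fell with C646.

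Whether the responses were specific to a cell type was examined through the ratios within each line. Pearson's r between HCT116 and PANC1 was 0.55 for ICG-001 at 12 h and 0.45 at 96 h, and 0.62 and 0.59 for C646. For ICG-001 at 96 h, 484 genes changed in both lines and 456 of them, 94.2% (95% interval 91.7% to 96.1%), in the same direction. The share was 99.6% of 260 genes for ICG-001 at 12 h (97.9% to 99.99%), 99.5% of 425 genes for C646 at 12 h (98.3% to 99.9%) and 98.8% of 257 genes for C646 at 96 h (96.6% to 99.8%). These shares leave out genes changed in 1 line only. Among genes compared in both lines, ICG-001 changed 1449 in HCT116 and 419 in PANC1 at 12 h, and 1649 and 1215 at 96 h. C646 changed 678 and 1137 at 12 h, and 513 and 662 at 96 h. At a threshold of 1.2-fold the share for ICG-001 at 96 h was 86.7%. At 1.5-fold, 24 genes were higher and 4 were lower in all 8 comparisons with DMSO. The 4 lower genes, named after their values were seen, were CNOT3, H2AFX, LOC644936 and YWHAE.

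Cell cycle genes were examined with lists of S phase and G2/M genes. The G2/M genes had a median log2 change of -0.42 in HCT116 and -0.38 in PANC1 after 96 h of ICG-001, with 51 of 54 and 45 of 54 genes lower, and both medians were below all 10000 random lists. At 12 h of ICG-001 the G2/M medians were -0.18 and -0.17, also below the middle 95% of the random lists. At 12 h of C646 they were -0.07 and -0.12, inside it. With C646 at 96 h the G2/M median was 0.12 in HCT116, above the middle 95% of the random lists, and -0.12 in PANC1, at percentile 2.13. Without a filter on dim genes the latter no longer stood apart from the random lists. The S phase genes fell by 0.45 on the log2 scale at the median after 12 h of ICG-001 in HCT116 and rose by 0.17 after 96 h. In PANC1 the S phase median was -0.32 and -0.27 with ICG-001 at 12 and 96 h. With C646 the S phase median was 0.15 and 0.21 in HCT116 and -0.16 and -0.05 in PANC1 at the same time points. Between the DMSO columns, 96 h over 12 h, the S phase median was -0.78 in HCT116 and -0.17 in PANC1, and the G2/M median was -0.16 and -0.15.

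The genes of cholesterol biosynthesis were lower with ICG-001 in both cell lines. Their median log2 change was -0.80 at 12 h and -0.82 at 96 h in HCT116, and -0.25 and -0.80 in PANC1, each below all 10000 random lists. With C646 the medians were 0.02 and -0.20 in HCT116 and -0.28 and 0.02 in PANC1, and the -0.20 and the -0.28 also lay below the middle 95% of the random lists. Between the drugs, the median of ICG-001 over C646 was -0.67 and -0.60 in HCT116. In PANC1 it was -0.08 at 12 h, inside the middle 95% of the random lists, and -0.83 at 96 h, where all 21 genes were lower. After 96 h of ICG-001, IDI1 fell by 2.26 in HCT116 and by 1.19 in PANC1, and DHCR7 fell by 1.58 and 1.68. HSD17B7 went the other way, higher by 0.52 and 0.45 with ICG-001 and by 0.64 and 1.45 with C646 at 96 h. The RefSeq table also gives HSD17B7 as an older name of the pseudogene HSD17B7P2, and which of them the probe reads was not tested. Other targets of SREBP, the transcription factor that drives cholesterol synthesis, were lower with ICG-001 at 96 h, with medians of -0.42 in HCT116 and -0.50 in PANC1.

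**Figure D3:**
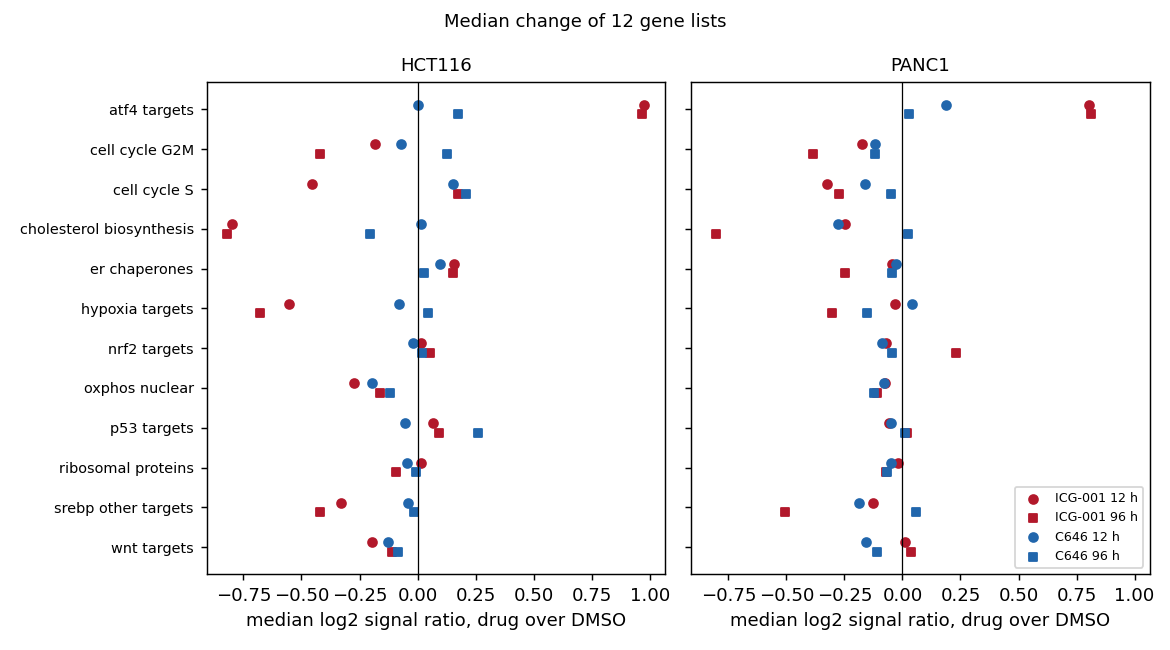
Median log2 signal ratio of drug over DMSO for 12 gene lists (1 row each) in HCT116 and PANC1, with ICG-001 in red, C646 in blue, circles for 12 h and squares for 96 h. The cholesterol biosynthesis medians were -0.82 and -0.80 with ICG-001 at 96 h, and the ATF4 target medians lay between 0.80 and 0.98 with ICG-001.

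Nuclear genes of oxidative phosphorylation had medians below 0 in all 8 comparisons, from -0.27 to -0.08, and the medians of PANC1 at 12 h did not stand apart from the random lists. That of PANC1 with C646 at 96 h, -0.12, no longer stood apart with the limit at 5 SD, after normexp or after quantile normalization over all 12 columns. Targets of ATF4, a transcription factor of the stress response, had medians of 0.98 and 0.97 in HCT116 and 0.80 and 0.81 in PANC1 with ICG-001 at 12 and 96 h, each above all 10000 random lists. With C646 they were 0.0016 and 0.17 in HCT116 and 0.19 and 0.03 in PANC1. Between the DMSO columns, 96 h over 12 h, the ATF4 median was -0.22 in HCT116 and 0.38 in PANC1. ER chaperone medians were 0.16 and 0.15 in HCT116 and -0.04 and -0.25 in PANC1 with ICG-001. Hypoxia targets had medians of -0.55 and -0.68 in HCT116 and -0.03 and -0.30 in PANC1 with ICG-001, against 0.56 in HCT116 and 0.16 in PANC1 between the DMSO columns. NRF2 targets rose by 0.23 in PANC1 with ICG-001 at 96 h, and p53 targets by 0.26 in HCT116 with C646 at 96 h. In the other 7 comparisons with DMSO, neither NRF2 targets nor p53 targets stood apart from the random lists. Ribosomal protein genes had medians from -0.09 to 0.01 and stood apart in none of the comparisons with DMSO, but with unmatched random lists those of ICG-001 at 96 h did in both lines.

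The WNT target list had medians of -0.19 and -0.11 with ICG-001 and -0.13 and -0.09 with C646 in HCT116 at 12 and 96 h, all outside the middle 95% of the random lists. The -0.11 of ICG-001 at 96 h did not stand apart without a filter on dim genes or with the limit at 5 SD. In PANC1 the medians were 0.01 and 0.04 with ICG-001, inside the random lists, and -0.16 and -0.11 with C646, the latter inside the random lists at percentile 2.63. Between the DMSO columns, 96 h over 12 h, the WNT median was 0.14 in HCT116, above the middle 95% of the random lists. It was -0.06 in PANC1, inside the random lists. The WNT median of ICG-001 over C646 was 0.13 and 0.11 in PANC1, above the middle 95%. In HCT116 it was -0.01 and -0.03, inside the random lists. JUN rose by 0.81 and 0.63 on the log2 scale with ICG-001 in HCT116, and its change with C646 was -0.21 and 0.03. In PANC1 JUN changed by 0.66 and -0.16 with ICG-001 and by -0.20 and -0.81 with C646. MYC was higher at 12 h with both drugs in HCT116, by 0.35 and 0.15, and lower at 96 h, by -0.98 with ICG-001 and -0.13 with C646. In PANC1 MYC changed by 0.53 and 0.18 with ICG-001 and by 0.40 and 0.08 with C646. No direction is read from the 0.08. CCND1 rose by 0.99 and 1.10 in HCT116 with ICG-001. FOSL1 rose by 1.13 and 0.84 with ICG-001 in HCT116. In PANC1 FOSL1 fell by 0.39 and 0.84 with ICG-001 and by 1.25 and 1.30 with C646. AXIN2 was 3.08-fold lower in HCT116 after 12 h of ICG-001 and differed little at 96 h, by -0.06. S100A4 fell in HCT116 by 0.98 with ICG-001 and 0.64 with C646 at 12 h, and by 0.33 and 0.14 at 96 h. BIRC5 changed by less than 1.5-fold in the 8 comparisons, and POU5F1 was at or under the detection limit in all columns.

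Among the components of the transcription complex, TCF7L2 was lower in HCT116 with both drugs, by -1.14 and -1.34 with ICG-001 and -0.84 and -0.96 with C646 at 12 and 96 h. CTNNB1 was lower in HCT116 as well, by -0.61 and -0.63 with ICG-001 and -0.73 and -0.63 with C646. In PANC1 neither gene changed 1.5-fold. CREBBP and EP300 did not change 1.5-fold in any of the 8 comparisons. NUPR1 was 3.96-fold higher in PANC1 after 12 h of ICG-001 and 2.35-fold higher after 96 h, but it was also 2.29-fold higher in DMSO 96 h than in DMSO 12 h. With C646 its log2 change in PANC1 was -0.07 and -0.57 at 12 and 96 h. Against C646, which uses no DMSO column, NUPR1 was 4.17-fold and 3.50-fold higher with ICG-001 in PANC1. CDKN1A rose by 1.06 and 1.12 with ICG-001 and by 0.13 and 1.37 with C646 in HCT116. DKK1 was 4.83-fold lower in HCT116 and 1.66-fold lower in PANC1 with ICG-001 at 96 h. Its HCT116 log2 change was -0.03 with ICG-001 at 12 h and -0.09 with C646 at 96 h.

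Of the genes changed at both time points in HCT116, those that rose most at 96 h with ICG-001 were LCN2, GCNT3 and FGF19. LCN2 went from a signal of 154.3 in DMSO to 4802 in ICG-001, a 31.1-fold rise. GCNT3 rose by 3.02 and FGF19 by 2.85 on the log2 scale. INSIG1, IDI1 and ANKRD37 fell most, by 2.50, 2.26 and 2.23. Among genes changed at both time points with C646 in HCT116, LOC100132761 and LOC100132564 were among the genes with the largest rises, and MIR1974, LOC643308 and LOC643272 fell most. In PANC1, again among genes changed at both time points, the largest rise was that of LOC100008589 with both drugs, by 4.04 with ICG-001 and 3.04 with C646 at 96 h. The RefSeq table pairs this identifier with RNA28SN5, a 28S ribosomal RNA gene. LOC100132564 and LOC100132394 followed with ICG-001, and LOC100132394 and LOC100133840 with C646. Of the genes changed at both time points in PANC1, AGR2, LOC100131905 and LOC654194 fell most with ICG-001 at 96 h, and IGFBP4, FOSL1 and ARHGDIA fell most with C646.

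For ICG-001 over C646, also among genes that differed 1.5-fold in the same direction at both time points, LCN2, FGF19 and GCNT3 were the most raised and INSIG1, ALDOC and IFI6 the most lowered in HCT116 at 96 h. In PANC1, under the same limit, FAM129A, C1orf24 and BEX2 were the most raised, by 2.09, 2.06 and 1.87 on the log2 scale, and SNORA12, LOC727908 and SCNN1A the most lowered, with log2 ratios of -2.08, -1.70 and -1.70. FAM129A and C1orf24 are both older names of NIBAN1 in the RefSeq table, so these are 2 readings of 1 gene.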

Values the study reported

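The study reported 15,092 detected genes in HCT116 cells, of which 3,689 were differentially expressed after drug treatment. It described approximately 400 genes affected only by ICG-001 and approximately 500 affected only by C646 in these cells. Elsewhere it described approximately 500 genes lowered by ICG-001 and not by C646, and approximately 500 lowered by C646 and not by ICG-001.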

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

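The use of quantile normalization over all 12 columns as a test of these differences was chosen after the results were seen. Both results below have all 4 HCT116 comparisons with DMSO on one side of 0 and all 4 PANC1 comparisons on the other. The difference between the cell lines was not tested, as each group had 1 column. Of 17364 genes above the limit in both lines, 339 had this pattern and 3233 moved the same way in all 8 comparisons.

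PMVK, a gene of cholesterol biosynthesis, was higher in HCT116 by 0.19 to 0.33 and lower in PANC1, from -0.16 to -0.02, and the mean log2 changes differed by 0.35. None of these changes reached 1.5-fold. The difference was also 0.35 (0.3507) after quantile normalization over all 12 columns, with the same directions. The columns of a line already had nearly the same distribution, so this step had little room to change a direction and decides nothing. Separate normalization, noise and a difference between the cell lines cannot be told apart without replicate values.

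The median of the ER chaperones was higher in HCT116 by 0.03 to 0.16 and lower in PANC1, from -0.25 to -0.03, and the means of the medians differed by 0.20 (0.1991). After quantile normalization over all 12 columns the difference was 0.21, with the same directions in all 8 comparisons, which decides nothing for the same reason. Of these 8 medians, only that of PANC1 with ICG-001 at 96 h stood apart from the matched random lists. Separate normalization, noise and a biological difference between the lines cannot be told apart here either.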

How the results depend on the processing

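No paired analysis was possible because each column is already a mean of replicate arrays. For the same reason no replicate was left out in turn.

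The counts of changed genes moved with the fold threshold and the background, and stayed within 1.5 times under the others. Values follow in this order: HCT116 with ICG-001 and C646 at 12 h, then at 96 h, PANC1 in the same order, ICG-001 over C646 in HCT116 at 12 and 96 h and in PANC1 at 12 and 96 h, and DMSO 96 h over 12 h in HCT116 and PANC1. At 1.2-fold the counts were 5520, 3700, 5809, 3324, 2946, 4668, 5074, 3647, 4791, 4688, 3220, 4876, 3666, 2535. At 2-fold they were 260, 160, 368, 51, 61, 301, 232, 200, 216, 240, 40, 246, 49, 29. After normexp background correction they were 3660, 2030, 3803, 1515, 1261, 2981, 2924, 1944, 2922, 2748, 1401, 2791, 1645, 890. The rise after normexp follows from its construction, since taking background out of the signal widens ratios. Leaving out the filter and moving the limit to 5 SD gave the same counts, because every gene past 1.5-fold was above both limits, so these settings tested nothing for the counts.

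Centring on the median and quantile normalization over all 12 columns moved no share of higher genes by over 10 percentage points. At 1.2-fold the split in HCT116 with C646 was 1801 higher and 1899 lower at 12 h and 1657 and 1667 at 96 h, and at 2-fold it was 135 and 25, and 31 and 20. At 1.2-fold the split in PANC1 was 1649 higher and 1297 lower for ICG-001 at 12 h and 1719 and 1928 for C646 at 96 h, where fewer genes were lower at 1.5-fold, and at 2-fold it was 60 and 1 and 186 and 14. After normexp, PANC1 ICG-001 at 12 h had 875 higher and 386 lower against 376 and 58, PANC1 C646 at 96 h had 1135 higher and 809 lower against 481 and 203, and the PANC1 DMSO columns had 510 higher and 380 lower against 162 and 55.

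All 12 main correlations stayed above 0. After normexp r was 0.60 for C646 at 12 and 96 h in HCT116 and 0.68 in PANC1, and between the cell lines it was 0.44 for ICG-001 at 12 h, 0.51 for C646 at 12 h and 0.49 for C646 at 96 h. Without a shared control, r for the drugs in PANC1 at 12 h was 0.54. In the other 46 recomputations r moved by at most 0.1.

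The share of genes changed in the same direction in both lines at 1.2-fold was 95.8% for ICG-001 at 12 h, 86.7% at 96 h, and 95.4% for C646 at 12 h. At 2-fold it was 100% for both drugs at both time points, of 32 and 66 genes for ICG-001 and, at 96 h, 17 genes for C646. After normexp it was 91.3% for ICG-001 at 96 h and 97.6% for C646 at 12 h.

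Of 168 list medians, 85 stood apart from the random lists, and 77 of the 85 did so in every alternative with the same sign. For lists of unrelated genes, 8.4 would stand apart by chance. Genes of a list can move together and the comparisons share columns, so 8.4 is not the number to expect for these lists. None of the 85 changed sign in any alternative. Without a filter, these medians no longer stood apart: G2/M genes in PANC1 C646 over DMSO 96 h (-0.12), ER chaperones in PANC1 DMSO 96 h over 12 h (0.092), oxidative phosphorylation in HCT116 DMSO 96 h over 12 h (-0.053), other SREBP targets in PANC1 DMSO 96 h over 12 h (0.089), WNT targets in HCT116 ICG-001 over DMSO 96 h (-0.043). Without a filter, these medians newly stood apart: ER chaperones in HCT116 DMSO 96 h over 12 h (-0.12), WNT targets in PANC1 DMSO 96 h over 12 h (-0.044). With the limit at 5 SD, these medians no longer stood apart: ER chaperones in HCT116 ICG-001 over C646 96 h (0.16), oxidative phosphorylation in PANC1 C646 over DMSO 96 h (-0.13), HCT116 DMSO 96 h over 12 h (-0.056), WNT targets in HCT116 ICG-001 over DMSO 96 h (-0.12). With the limit at 5 SD, these medians newly stood apart: p53 targets in HCT116 ICG-001 over C646 12 h (0.14), ribosomal proteins in HCT116 ICG-001 over C646 96 h (-0.077), WNT targets in PANC1 DMSO 96 h over 12 h (-0.087). After normexp, these medians no longer stood apart: oxidative phosphorylation in PANC1 C646 over DMSO 96 h (-0.12), other SREBP targets in PANC1 C646 over DMSO 12 h (-0.22). After normexp, these medians newly stood apart: ER chaperones in HCT116 C646 over DMSO 12 h (0.19), HCT116 DMSO 96 h over 12 h (-0.18), other SREBP targets in PANC1 ICG-001 over DMSO 12 h (-0.19), PANC1 C646 over DMSO 96 h (0.14). After quantile normalization over all 12 columns, these medians no longer stood apart: oxidative phosphorylation in PANC1 C646 over DMSO 96 h (-0.11). After quantile normalization over all 12 columns, these medians newly stood apart: p53 targets in HCT116 ICG-001 over C646 12 h (0.12), ribosomal proteins in HCT116 ICG-001 over C646 96 h (-0.083). With unmatched random lists, these medians newly stood apart: G2/M genes in HCT116 C646 over DMSO 12 h (-0.073), PANC1 C646 over DMSO 12 h (-0.12), cholesterol biosynthesis in HCT116 DMSO 96 h over 12 h (0.15), ER chaperones in HCT116 ICG-001 over DMSO 12 h (0.16), HCT116 C646 over DMSO 12 h (0.10), HCT116 ICG-001 over DMSO 96 h (0.15), HCT116 DMSO 96 h over 12 h (-0.12), oxidative phosphorylation in PANC1 ICG-001 over DMSO 12 h (-0.077), PANC1 C646 over DMSO 12 h (-0.081), p53 targets in HCT116 ICG-001 over C646 12 h (0.11), HCT116 ICG-001 over C646 96 h (-0.11), ribosomal proteins in HCT116 ICG-001 over DMSO 96 h (-0.094), PANC1 ICG-001 over DMSO 96 h (-0.069), HCT116 ICG-001 over C646 96 h (-0.077), other SREBP targets in PANC1 ICG-001 over DMSO 12 h (-0.13), WNT targets in PANC1 C646 over DMSO 96 h (-0.11). The cause of these shifts was not tested.

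Among the 332 changes of at least 1.5-fold of named genes, none changed direction in 996 recomputations, and 6 fell under 1.5-fold. The signal of a column spans little over background for most genes, with 44.7% to 48.5% of genes above the limit, which limits what can be seen for dim genes.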

Other observations

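The tests that exchanged the DMSO columns, compared the DMSO changes between the cell lines and measured small RNAs were chosen after the results were seen. The list medians, their alternatives and the correlations below were chosen before, but their use as tests of explanations came after.

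The PANC1 drug columns of 12 h lay closer to DMSO 96 h than to DMSO 12 h. Against DMSO 96 h, ICG-001 12 h differed at 228 genes in PANC1 (133 higher and 95 lower), not 434, and C646 12 h at 552, not 1171. In HCT116 the same exchange raised the counts, from 1529 to 2261 and from 701 to 1963. Averaging over 3 arrays in the ICG-001 column is argued against as the whole cause by the 552 genes of C646, whose column is a mean of 2 arrays. A candidate explanation is that the PANC1 DMSO 12 h column is set apart by its arrays or the state of its cells, in which case part of the 12 h changes belongs to the control. It and a response to both drugs in the direction of the DMSO change cannot be told apart with 1 column per group. The change between DMSO columns had an r of 0.25 between the cell lines, and time in culture stays open as well.

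The ATF4 targets rose with ICG-001 and little with C646 in both lines. The lowest of the 4 medians of ICG-001 over C646, which uses no DMSO column, was 0.72, and it argues against the shared control as the cause. The 4 medians against DMSO lay at least 0.68 above the middle 95% of random lists matched on signal. That argues against the normalization, which moves genes of like signal in a column alike. In PANC1 the targets also rose between the DMSO columns, by 0.38 at the median. ER stress is a known trigger of ATF4, and ER chaperones would rise with it. In PANC1 at 96 h their median was -0.25, below the middle 95% of the random lists, which argues against ER stress with raised chaperones at that time. At 12 h in PANC1, when the ATF4 median was already 0.80, the chaperone median was -0.04, inside the random lists. ER stress that left chaperones unraised is not excluded by these medians. In HCT116 at 96 h the chaperone median was 0.15, inside the matched random lists but outside unmatched ones, and ER stress stays open. One hypothesis is that ICG-001 at this dose may set off an amino acid or other stress response through ATF4, which no test here addressed.

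The responses to ICG-001 and C646 correlated in both lines at both time points, with a shared DMSO column. The simulated r of 0.50 holds for pure noise of equal size and does not measure the part of that column. With no shared column the lowest r was 0.39, which argues against the shared control as the whole cause. A technical difference between the DMSO arrays and the drug arrays stays open, because it would also make the cell lines alike, and the lowest r between the lines was 0.45. Such a difference and a response common to both drugs cannot be told apart, because the arrays of each column are already averaged.

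The rows of 18S and 28S ribosomal RNA, LOC100008588 and LOC100008589, were higher in all 8 comparisons with DMSO. The log2 change of LOC100008588 was 0.75 to 3.25 and that of LOC100008589 was 0.64 to 4.04. LOC100008588 was singled out after its values were seen. In PANC1 its signal was 141.3 in DMSO 12 h and 732 in DMSO 96 h, so it also differed between columns without a drug. More RNA without poly(A) tails in the labelled material could raise small nucleolar and small nuclear RNA rows too. Their median was above 0 in 3 of the 8 comparisons, with the lowest at -0.16, over 172 to 185 rows. A carry-over of ribosomal RNA alone and a change in the cells cannot be told apart, since small RNAs need not follow ribosomal RNA through the preparation.

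The genes that differed at least 1.5-fold from both DMSO and the other drug at 96 h in HCT116 were 430 higher and 383 lower for ICG-001. Counted in both directions, that is more than the values quoted from the study above, while the lower genes alone are somewhat fewer. For C646 they were 42 higher and 11 lower. That is lower than the values quoted from the study above, and the criteria differ.

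The study described JUN as raised and MYC as lowered by both drugs in HCT116, and the opposite in PANC1, from responses after the longer treatment. At 96 h JUN was at 0.63 and 0.03 in HCT116 and -0.16 and -0.81 in PANC1 for ICG-001 and C646, and MYC was at -0.98 and -0.13 in HCT116 and 0.18 and 0.08 in PANC1. The 0.03 and the 0.08 are near the spread of undetected genes, an SD of 0.061 to 0.073. The noise of bright genes, such as JUN and MYC, is not known. No direction is therefore read from the 0.03 or the 0.08. At 12 h JUN with C646 in HCT116, MYC with both drugs in HCT116 and JUN with ICG-001 in PANC1 went the other way. The cholesterol biosynthesis genes, which the study described as lowered by ICG-001 in PANC1, had a median of -0.82 in HCT116 at 96 h as well.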
